A study of Homo sapiens with 11 samples. Its data were reported in "Disease-related p63 DBD mutations impair DNA binding by distinct mechanisms and varying degree" (2023).

How the data were processed

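ChIP-seq with p63 antibodies was performed by the authors on BJ fibroblasts carrying doxycycline-inducible constructs, in 2 replicates for each of 5 conditions, with 1 input library. Groups were taken from the sample labels. According to the submitters' processing notes and the published methods, reads were aligned to hg38 with Bowtie2 (version 2.3.4.3), and MACS2 (version not stated) was used to call narrow peaks from both replicates of a condition with input as control. One peak list per condition was used. In each list the authors give the fold enrichment as a ratio of the pileup over the local background. The deposited −log10 q-value (FDR) of each peak is also that of MACS2, and the summit is given as a deposited offset in bp from the peak start. These values served to rank, filter and describe peaks within a list. Counts and shares at a common threshold or fold enrichment were set side by side across lists, and these carry the depth behind each list. The lists reached up to an FDR of 0.05, so the filter of the published methods, a −log10(FDR) of at least 20, was applied here. Those methods also name a fold enrichment without its value, and no such filter was applied in the main comparisons. Read counts per library were not used here, so the depth behind each list is unknown, and precision is given only as counting error over peaks.

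Peaks were counted per list. Overlaps of at least 1 bp were counted in Python, with the same count as bedtools (version 2.31.1) intersect for each pair of lists. Chance overlap was measured with bedtools shuffle in 100 random placements of each list (20 where WT peaks were placed) on the same chromosomes outside assembly gaps of at least 100 bp. Shares carry 95% Wilson intervals. Summits were assigned to promoters (within 3 kb of a transcription start site of any annotated gene), then to genes and then to intergenic sequence by GENCODE release 44, on the annotated chromosomes only, which leaves 24295 WT, 3993 R227Q, 3742 R298Q, 496 R304W and 133 empty peaks past the threshold. Nearest genes are those with the nearest protein-coding transcription start site. Labels of single named peaks (coding exon, UTR, intron, intergenic) follow protein-coding genes only and have no promoter class. A named peak called intergenic or intron can therefore count as a promoter peak in the shares. WT peaks were ranked by −log10(FDR) and divided into 10 or 3 rank groups of equal size.

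The genome sequence within 50 bp of each summit was searched on both strands in the top 1000 peaks, or all peaks of shorter lists, and windows of the same width 500 bp to each side served as flanks. The p63 half-site was RRRCWWGYYY with the C at position 4 and the G at position 7 required and at most 1 mismatch among the other 8 positions. The full site joined 2 half-sites without a spacer, with the same required bases and at most 3 mismatches among the other 16 positions. The other sequences were searched without mismatch, namely KLF (CCMCRCCC), SP (GGGGCGGGG), AP-1 (TGASTCA), TEAD, RUNX, ETS, NFY, NRF1, CREB and CTCF. Summits with a pair of half-sites, each under the rule for half-sites, were counted at spacers of 0 to 15 bp with exact Poisson intervals.

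Gene lists comprised 42 epidermal p63 targets, 26 p53 pathway, 17 simple epithelium, 22 fibroblast and 22 ribosomal protein genes and 26 markers of other cell types, all of which were found in the annotation. A gene counted as having a peak when a summit lay in it or within 25 kb of it. The number was set beside 10000 random lists of the same size drawn from 20007 protein-coding genes matched on window length. Windows of neighbouring genes such as KRT14, KRT15 and KRT17 overlap and can share peaks. Random genes were drawn without regard to position, so the comparison with random lists does not allow for such sharing. Genes named in the text are those of the epidermal and p53 lists, those nearest to the 10 highest-ranked peaks of each list, those nearest to the 5 highest-ranked peaks of each mutant without any deposited WT or empty peak, and those nearest to the 5 highest-ranked WT peaks without any deposited R227Q or R298Q peak. NGFR was named after the lists were seen, from the highest-ranked empty peaks with a fold enrichment of at least 3. In the report, the comparisons, sequences, gene lists, naming rule and alternatives were chosen before the data were examined, except that a minimum fold enrichment of 3 was added as an alternative after the lists were seen, and that a first count of half-site pairs used an unplanned rule of at most 2 mismatches in both half-sites together, which was then kept as an alternative. Tests of the closing part that were chosen later are named there. Alternatives were all deposited peaks, a threshold of 50, removal of peaks overlapping the empty or WT list, reciprocal overlap of 50%, summits within 100 bp, promoters of 1 kb or of protein-coding genes, windows of 100 bp to each side, fewer mismatches, all or equal numbers of peaks, and windows of 50 kb around the transcription start site.

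Calculations used Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and pysam (version 0.24.0), with seed 7 for random draws, and figures were drawn with matplotlib (version 3.10.9). The calculations were tested on simulated data. All 500 planted overlaps among 2000 regions were found under each overlap rule, and all 500 planted sites were found for full sites with up to 3 mismatches, spaced pairs and the KLF consensus. Full sites planted with 4 mismatches were found in 6 of 500 sequences. Of 40 unchanged gene lists, 0 reached the top 2.5% of random lists, and a planted list of 42 genes exceeded 100% of them. Wilson intervals held the true share in 95.2% and Poisson intervals the true mean in 95.8% of 2000 simulations. No tests between conditions, between replicates or on open chromatin were run, since there is 1 list per condition and the lists hold no accessibility data.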

Results

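p63 is a transcription factor of the p53 family that directs the formation of stratified epithelia such as the epidermis, and ΔNp63α is its main isoform in basal keratinocytes. KLF4 is a zinc-finger transcription factor that is used together with p63 to convert fibroblasts into keratinocyte-like cells. Binding of p63 to chromatin was measured by ChIP-seq with antibodies against p63 in BJ cells, an established human fibroblast line. The cells expressed KLF4 alone (empty) or KLF4 together with wild-type (WT) ΔNp63α or one of the mutants R227Q, R298Q and R304W, each of which exchanges an arginine in the DNA binding domain. The 11 samples comprised 2 ChIP replicates for each of the 5 conditions and 1 input library. For each condition there was 1 list of peaks and none per replicate, so no spread between replicates can be given and no difference between conditions was tested. All intervals are 95% Wilson intervals over the peaks of a list. They cover counting error only and compare the lists, not the conditions. The depth of each library and the amount of p63 protein in the cells are unknown from peak lists. In the empty list the peak names mention only the first experiment and in the R304W list only the second, so whether both replicates entered these lists is open.

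The first comparison asked how many places on chromatin each p63 protein occupied. The WT list held 24590 peaks with a −log10(FDR) of at least 20, the R227Q list 4044, the R298Q list 3793, the R304W list 512 and the empty list 166. The WT list was thus 6.08 times as long as the R227Q list, 6.48 times as long as the R298Q list and 48.0 times as long as the R304W list. The median peak was 435 bp wide in the WT list, 447 bp in R227Q, 476 bp in R298Q, 469 bp in R304W and 542 bp in the empty list. Counts depend on depth and on the threshold. Without the threshold the lists held 58668, 13322, 18022, 3611 and 1267 peaks in the same order, so R298Q then exceeded R227Q, and at a threshold of 50 they held 10522, 1114, 458, 48 and 52, so the empty list then exceeded R304W.

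The peak ranked 1 in every list lay near the centromere of chromosome 3 (93470434–93470748 in the WT list, hg38), with a fold enrichment between 1.61 and 2.17, and further low-fold peaks of this kind lay on unplaced contigs. Peaks with a fold enrichment under 3 made up 88.6% of the empty list, 8.98% of R304W, 2.42% of R227Q, 1.77% of R298Q and 0.586% of WT. Among the 10 highest-ranked WT peaks, 8 were strongly enriched places on annotated chromosomes. Their nearest protein-coding genes were GPR132, TMEM250, TKT, PIGG, SNX33, KREMEN1, KCNC1 and ASTN2. The GPR132 peak (chromosome 14, 105087318–105088684, intergenic, rank 2, fold enrichment 71.9) had a counterpart ranked 7 in the R227Q list and 10 in the R298Q list. The intergenic TMEM250 peak (chromosome 9, 136109212–136110146) ranked 3 in WT, 4 in R227Q and 14 in R298Q. The SNX33 peak (chromosome 15, 75666574–75667195, intergenic) ranked 7 in WT and 2678 in R227Q, and its R298Q peak, at a −log10(FDR) of 15.7, lay under the threshold. The lists differ in length, so ranks place a peak within its own list only. A peak in the UTR of DNAJB2, which encodes a co-chaperone, ranked 5 in R227Q and 84 in WT. A peak in an intron of NEDD4L, a ubiquitin ligase gene, ranked 8 in R298Q and 12770 in WT. Peaks at PACS2 (intron) and KLF3 (outside protein-coding genes, 233 bp from the transcription start site) ranked 6 and 9 in R304W and 10652 and 6964 in WT.

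The next comparison asked whether the mutants bound places that WT p63 also bound. Of the R227Q peaks, 88.5% (87.5–89.5) overlapped a WT peak past the same threshold. The share was 73.7% (72.3–75.1) for R298Q, 80.5% (76.8–83.7) for R304W and 79.5% (72.7–85.0) for the empty list. Peaks placed at random on the same chromosomes overlapped WT peaks in 1.11%, 1.17%, 2.13% and 5.51% of cases. Against all deposited WT peaks the shares rose to 97.8%, 95.9%, 98.2% and 96.4%. The same input library served as control for every list, so peaks that arise from it would be expected in the empty list too. Without peaks that overlap an empty peak past the threshold, the shares were 88.4% for R227Q, 73.4% for R298Q and 79.0% for R304W. This removed 54 of the 512 R304W peaks, whereas 162 of them overlapped an empty peak at any deposited FDR.

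Conversely, most WT peaks had no counterpart in the mutant lists. R227Q peaks overlapped 14.6% (14.1–15.01) of the WT peaks, R298Q peaks 11.4% (10.96–11.8), R304W peaks 1.68% (1.52–1.84) and empty peaks 0.529% (0.445–0.627). Of the 24590 WT peaks, 20000 (81.3%) overlapped none of the mutant lists, 1768 overlapped R227Q alone, 968 R298Q alone, 1442 R227Q and R298Q without R304W, and 358 (1.46%) all 3 mutants. The share overlapped by R227Q, R298Q and R304W was highest among the highest-ranked WT peaks. In the top 10% of WT peaks by rank, 52.3% (50.3–54.2) overlapped R227Q and 31.8% (29.95–33.6) overlapped R298Q. In the bottom 10% these shares were 3.82% (3.13–4.66) and 5.69% (4.84–6.68). R304W overlapped 2.85% (2.26–3.58) of the top 10% and 1.10% (0.756–1.59) of the bottom 10%. These shares follow the threshold, since all deposited mutant peaks overlapped 31.8%, 31.4% and 6.75% of the thresholded WT peaks for R227Q, R298Q and R304W. Without a threshold on either side R298Q overlapped more WT peaks (23.9%) than R227Q (19.6%), and R304W overlapped 5.41%.

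**Figure D1:**
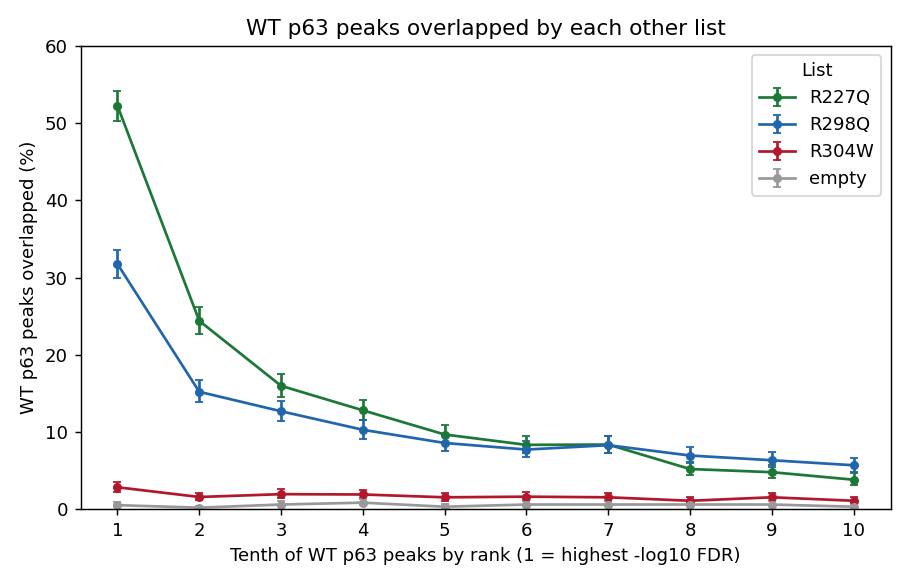
Percent of WT p63 peaks (y axis) in each of 10 rank groups (x axis, 1 is the highest-ranked) that a peak of each other list overlapped, with 95% Wilson intervals as bars. R227Q fell from 52.3% to 3.82% and R298Q from 31.8% to 5.69%, while R304W and the empty list stayed under 3% in every group.

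A further comparison asked where the peaks lay relative to genes. In the WT list 34.0% (33.4–34.6) of summits lay in promoters, defined as within 3 kb of a transcription start site, 41.3% (40.7–41.9) elsewhere in genes and 24.7% (24.2–25.3) between genes. The promoter share was 36.0% (34.5–37.5) for R227Q, 47.6% (46.1–49.3) for R298Q and 57.7% (53.3–61.9) for R304W. In the empty list only 7.52% (4.14–13.3) of summits were in promoters and 90.2% (84.0–94.2) were intergenic. WT promoter peaks were also overlapped more often than distal ones by R298Q (15.7% against 9.14%) and by R304W (2.81% against 1.05%), and for both mutants this held in the top, middle and bottom rank group of WT peaks. For R227Q the corresponding shares were 15.5% and 14.1%. Among an equal number of top peaks (512 per list, of which about 500 lie on annotated chromosomes) the WT share was 43.5% (39.2–47.8) and the R227Q share 36.4%, which turns the order of these lists. R298Q then had 49.8% (45.4–54.2), which overlaps the WT interval. Within 1 kb the WT and R227Q shares were 19.4% and 23.2%. Empty peaks with a fold enrichment of at least 3 lay in promoters in 6 of 15 cases (40%), and with protein-coding genes only the empty share was 3.76%. At any deposited FDR, empty peaks of that fold enrichment lay in promoters in 54.9% (51.2–58.5), near the R304W share. They are described in the closing part.

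**Figure D2:**
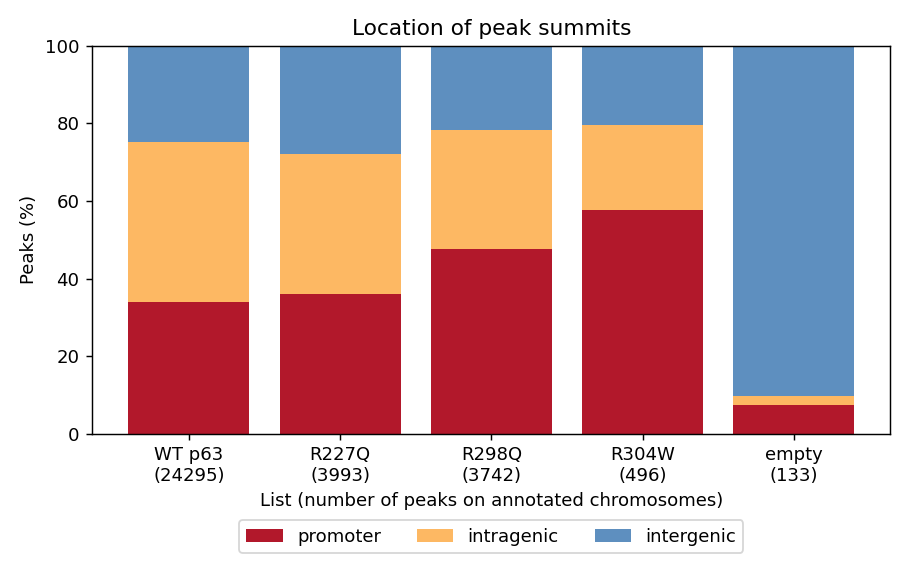
Percent of peak summits (y axis) in promoters, elsewhere in genes and between genes for each list (x axis, with the number of peaks on annotated chromosomes). The promoter share was 34.0% in WT, 36.0% in R227Q, 47.6% in R298Q, 57.7% in R304W and 7.52% in the empty list. Peaks with a fold enrichment under 3 made up 88.6% of the empty list past the threshold.

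To compare the DNA sequences at the bound places, the 1000 highest-ranked peaks of each list (all 512 of R304W and all 166 of the empty list) were searched for consensus sequences within 50 bp of the summit. A p63 full site, made of a pair of adjoining half-sites, was present in 36.8% (33.9–39.8) of WT peaks, 28.0% (25.3–30.9) of R227Q peaks and 7.40% (5.94–9.19) of R298Q peaks. R304W had 2 such peaks (0.391%, 0.107–1.41) and the empty list 0 of 166 (upper limit 2.26%). In flanking windows 500 bp away the full site was found in at most 0.4%. The sites were centred on the summit in WT, R227Q and, at a lower level, R298Q. A site in the bin of 20 bp to the right of the summit was present in 18.4% (16.1–20.9), 13.7% (11.7–15.97) and 2.40% (1.62–3.55) of the top 1000 peaks. With at most 2 mismatches instead of 3, the shares were 17.9% for WT, 15.2% for R227Q, 3.90% for R298Q and 0 for R304W, and the intervals of WT and R227Q then overlapped. Among all peaks past the threshold, 21.8% of WT and 17.7% of R227Q peaks had a full site.

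A p63 half-site was present in 71.0% (68.1–73.7) of the WT peaks, 65.3% (62.3–68.2) of R227Q, 41.8% (38.8–44.9) of R298Q and 16.2% (13.3–19.7) of R304W. The flanking windows held one in 22.2%, 20.7%, 19.8% and 18.0%, so R304W did not exceed its flanks. In the empty list the half-site stood at 1.20% (0.331–4.29), both at summits and in flanks. The order of WT and R227Q turned when no mismatch was allowed, with 24.0% (21.5–26.7) for WT and 31.4% (28.6–34.3) for R227Q, while R298Q was at 11.4% and R304W at 0.977%.

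The binding sequence of KLF proteins followed the opposite order. The KLF consensus was present in 9.50% (7.83–11.5) of WT peaks, 18.7% (16.4–21.2) of R227Q peaks, 33.5% (30.6–36.5) of R298Q peaks and 43.8% (39.5–48.1) of R304W peaks. Their flanking windows held it in 5.65%, 5.15%, 8.25% and 8.89%. In the empty list it was found in 2 of 166 peaks (1.20%, 0.331–4.29), and in the same 2 peaks when the 19 with a fold enrichment of at least 3 were taken (10.5%, 2.94–31.4). Empty peaks of that fold enrichment under the threshold are described in the closing part, where the share is much higher. The GC content of the summit windows rose in the same order, from 57.9% in WT to 59.7% in R227Q, 64.4% in R298Q and 66.8% in R304W, and was 40.4% in the empty list.

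**Figure D3:**
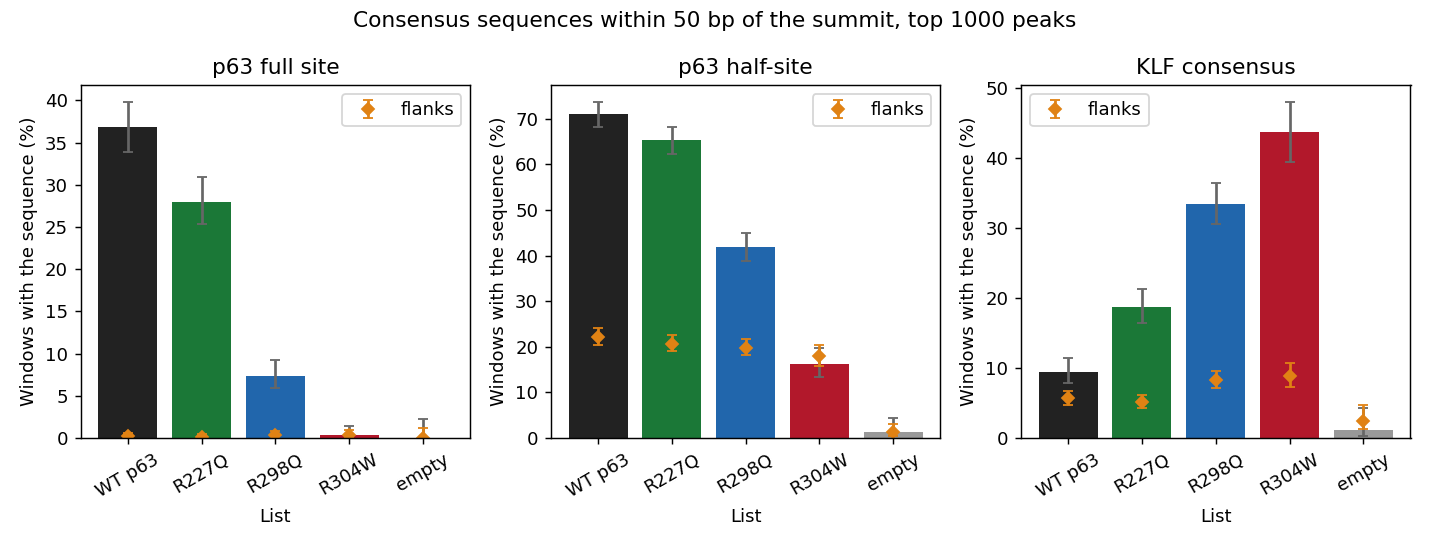
Percent of the top 1000 peaks of each list (bars; 512 for R304W and 166 for the empty list) with a p63 full site, a p63 half-site or the KLF consensus within 50 bp of the summit, and percent of flanking windows (diamonds), both with 95% Wilson intervals. The full site fell from 36.8% in WT to 0.391% in R304W, whereas the KLF consensus rose from 9.50% to 43.8%.

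**Figure D4:**
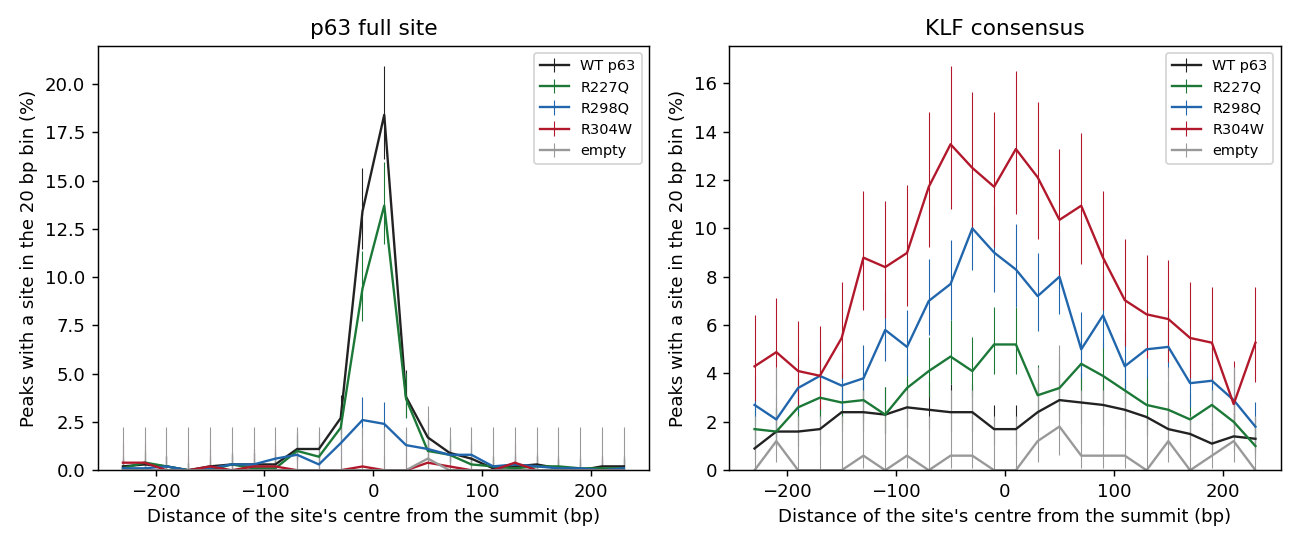
Percent of the top 1000 peaks (y axis) with a p63 full site (left) or the KLF consensus (right) in each 20 bp bin of distance from the summit (x axis, bp), with 95% Wilson intervals. Full sites peak at the summit in WT (18.4%) and R227Q (13.7%), and at a lower level in R298Q (2.60%).

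Among the other sequences searched, the AP-1 consensus was above its flanks in all 4 p63 lists, at 7.50% (6.03–9.30) in WT, 6.90% (5.49–8.64) in R227Q, 6.60% (5.22–8.31) in R298Q and 8.20% (6.13–10.9) in R304W, against 1.80%, 1.3%, 1.60% and 1.76% in flanks. The SP consensus, a GC box, was found in 1.20% (0.688–2.09) of WT, 2.10% (1.38–3.19) of R227Q, 5.50% (4.25–7.09) of R298Q and 10.2% (7.83–13.1) of R304W peaks, against 0.800%, 0.350%, 1.70% and 1.76% in flanks. Every SP match, read on the opposite strand, contains a match to the KLF consensus. The SP shares are therefore part of the KLF shares and no separate result. TEAD sites were present in 5.20% (3.99–6.76) of R298Q peaks against 2.75% (2.12–3.56) in flanks. Over all peaks past the threshold they exceeded flanks in WT too (3.05%, 2.84–3.27, against 1.98%, 1.86–2.11). For R227Q these intervals overlapped (3.66%, 3.12–4.28, against 2.86%, 2.51–3.24). In the empty list TEAD sites stood at 21.1% (15.6–27.9) against 25% (20.6–29.9) in flanks. RUNX sites were fewer at R227Q summits (2%, 1.298–3.07) than in their flanks (4.10%, 3.32–5.06), but over all R227Q peaks past the threshold the intervals overlapped (3.19%, 2.69–3.78, against 3.67%, 3.28–4.10). ETS, NFY, NRF1, CREB and CTCF sequences stayed at or under 1.00% of summits in every list. Pairs of half-sites were also counted by the spacer between them. In the top 1000, pairs without a spacer were found at 122 WT, 120 R227Q and 33 R298Q summits, and pairs 1 bp apart at 2, 6 and 13.

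WT peaks were next divided by sequence and by rank, to ask which of them the mutants kept. Among the top rank group of 3, R227Q overlapped 30.4% (28.6–32.3) of WT peaks with a full site, 30.1% (28.5–31.7) of those with a half-site only and 26.7% (25.03–28.4) of those with neither. R298Q overlapped 14.4% (13.0–15.9) of peaks with a full site, 20.6% (19.2–22.0) with a half-site only and 20.9% (19.4–22.5) with neither. R304W overlapped 0.347% (0.176–0.683), 1.76% (1.36–2.27) and 3.96% (3.29–4.76). In the bottom rank group, full-site peaks were the least often overlapped by R227Q (1.29%, against 5.46% and 6.17%) and R298Q (0.787%, against 5.46% and 9.87%). R304W overlapped 0 of 1664 full-site peaks in the middle group and 2 of 1398 in the bottom group.

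R227Q and R298Q, the mutants with intermediate lists, were compared with each other. Of the R227Q peaks, 49.4% (47.8–50.9) overlapped an R298Q peak, and of the R298Q peaks 52.8% (51.2–54.3) overlapped an R227Q peak, against 0.318% and 0.339% for random placements. Among the top 1000 of each list the share was 43.4% (40.4–46.5). The peaks of R227Q without any deposited R298Q peak numbered 767 and held a full site in 25.3% (22.3–28.5), a half-site in 76.1% (73.0–79.0) and the KLF consensus in 7.04% (5.44–9.07). The 469 R298Q peaks without any deposited R227Q peak held them in 1.92% (1.01–3.61), 52.5% (47.9–56.9) and 25.8% (22.0–29.9). When peaks overlapping WT peaks past the threshold were removed, 197 R227Q peaks (42.5% of 464) still overlapped R298Q, but only 19.8% of the 996 remaining R298Q peaks overlapped R227Q. Most of these remaining peaks had a WT peak under the threshold, since only 89 R227Q and 154 R298Q peaks overlapped no deposited WT peak.

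Epidermal p63 target genes were examined for a peak within the gene or 25 kb of it. Of 42 such genes, 39 had a peak in the WT list, 25 in R227Q, 20 in R298Q, 3 in R304W and 0 in the empty list. Random lists of protein-coding genes with windows of like length had a median of 26, 8, 8, 1 and 0, and the count for WT, R227Q and R298Q exceeded 100% of 10000 such lists, that for R304W 79.2%. The total of peaks at these genes was 173 in WT, 46 in R227Q, 38 in R298Q and 3 in R304W, where a peak near neighbouring genes counts for each. DSC3, DSG3 and DLX5 had no peak in the WT list past the threshold. With all deposited peaks the counts were 41 genes for WT, 34 for R227Q and R298Q alike, 16 for R304W and 6 for the empty list, and R304W had 5 within 50 kb of the transcription start site.

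Upstream of IRF6, which encodes a regulator of keratinocyte differentiation, a peak (chromosome 1, 209815797–209816710, intergenic) ranked 14 in WT, 53 in R227Q and 2020 in R298Q. KRT14, which encodes a keratin of basal keratinocytes, had 6 peaks in WT and 1 each in R227Q and R298Q, and its partner KRT5 had 9, 1 and 1. PKP1, a desmosome gene, had 14 WT, 4 R227Q and 5 R298Q peaks. TP63 itself had 4 peaks in WT, the highest-ranked in an intron (chromosome 3, 189833867–189834442), and 1 in R227Q. The 3 epidermal genes with an R304W peak were DSP, ITGA6 and ITGA3, which encode desmoplakin and integrin subunits. The R304W peak of DSP lay in its UTR (chromosome 6, 7541327–7541710), that of ITGA6 in an intron near the promoter (chromosome 2, 172427929–172428407) and that of ITGA3 in an intron (chromosome 17, 50062393–50062823).

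Genes of the p53 pathway are bound by several p53 family members. Of 26 such genes, 24 had a peak in WT, 15 in R227Q, 11 in R298Q, 1 in R304W and 0 in the empty list, with 63, 23, 18, 1 and 0 peaks in total. The random medians were 16, 4, 5, 1 and 0, and the counts exceeded 99.98%, 100% and 99.53% of random lists for WT, R227Q and R298Q and 37.9% for R304W. TIGAR and POLH had no WT peak, and XPC was the gene with an R304W peak, which lay in an intron of TMEM43 (chromosome 3, 14125813–14126171). At CDKN1A, which encodes a cell-cycle inhibitor, there were 6 WT peaks and 3 each for R227Q and R298Q. The intergenic peak upstream of it (chromosome 6, 36666915–36667500) ranked 86 in WT, 25 in R227Q and 177 in R298Q. An intron of BBC3, which encodes a pro-apoptotic protein, held a peak (chromosome 19, 47231027–47231599) ranked 59 in WT, 11 in R227Q and 39 in R298Q. MDM2, the gene of a ubiquitin ligase for p53, had 3, 2 and 2 peaks, and GDF15, which encodes a secreted stress factor, 6, 3 and 3.

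**Figure D5:**
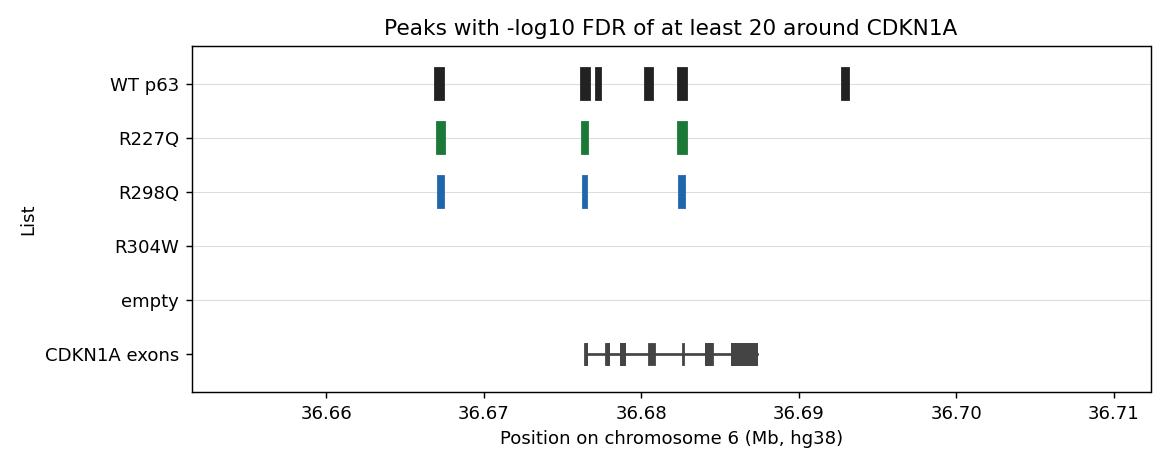
Peaks past the threshold around CDKN1A on chromosome 6 (x axis, Mb, hg38) in each list, above the exons of the gene. WT has 6 peaks, R227Q and R298Q 3 each at places also held by WT, and R304W and the empty list 0.

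Other gene groups served as references. Of 17 simple epithelium genes, 14 had a WT peak, 6 an R227Q peak and 7 an R298Q peak, against random medians of 10, 3 and 3 (above 96.2%, 94.5% and 97.7% of random lists). Of 22 fibroblast genes, 13, 5, 7 and 3 had a peak in WT, R227Q, R298Q and R304W, against medians of 14, 4, 4 and 1 (above 24.8%, 60.1%, 87.5% and 95.7%). Of 22 ribosomal protein genes, 16, 3, 2 and 2 had a peak, against medians of 11, 3, 3 and 1 (above 97.3%, 37.6%, 11.7% and 81.6%). Of 26 marker genes of other cell types, 16, 7, 5 and 1 had a peak, against medians of 16, 5, 5 and 1 (above 35.9%, 80.98%, 42.2% and 38.6%). Simple epithelium genes had 0 R304W peaks, and the empty list had 0 peaks at all 4 groups.

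Some places were found in one kind of list only. The highest-ranked R227Q peaks without any deposited WT or empty peak lay nearest to CRISPLD2 (intron, chromosome 16, 84884519–84885023, rank 760), SLIT2, MARCHF8, PDE4D and DYNC1I2. For R298Q they lay nearest to JCAD (intron, chromosome 10, 30057422–30057866, rank 591), ZBTB7C, TBC1D10A, DCHS2 and FRG2C. For R304W they lay nearest to LYPD2 (chromosome 8, 142752503–142752850, rank 235, with the KLF consensus), CCDC200, CYP2S1, RPTOR and SAP30BP, and each of these had a deposited R227Q or R298Q peak. In total 89 R227Q, 154 R298Q and 9 R304W peaks past the threshold overlapped no deposited WT peak. The highest-ranked WT peaks without any deposited R227Q or R298Q peak lay at CCDC33 (intron, chromosome 15, 74263343–74263984, rank 23), SYN3 (intron, rank 26), GDF6 (intergenic with a full site, rank 36), BCAR3 (intron, rank 81) and HIP1 (intergenic, rank 95).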

Values the study reported

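About 26000 binding sites were reported by the study for WT ΔNp63α, and almost 80% of them lay outside promoters. De novo motif searches in the study used the top 1000 sequences of WT, R227Q and R298Q. A canonical p63 motif was reported for 90% of WT regions and a KLF motif for 18.5% of WT sequences. For R227Q the study gave an incomplete p63 motif in 68% of sequences. For R298Q it gave a KLF motif in 60% and a partial p63 motif in 22% of sequences. By the study's account, scans with known p63 motifs and hemi-sites gave a similar picture.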

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

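The tests on empty-list peaks in this part were chosen after the result was seen, whereas the test on GC-rich sequence was not. The empty list held 723 peaks with a fold enrichment of at least 3 at any deposited FDR. Of these, 704 lay under the threshold and, apart from the promoter share given for them, entered none of the comparisons of sequence or location above. The 723 peaks held the KLF consensus in 39.1% (35.7–42.7), above the 12.4% (10.8–14.2) of their own flanks. They held 0 full sites (upper limit 0.529%), and 54.9% (51.2–58.5) of those on annotated chromosomes lay in promoters.

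This bears on the R304W list, whose peaks held the KLF consensus in 43.8% and p63 sites at the level of flanks. GC-rich promoter sequence alone is argued against, since R304W summits farther than 3 kb from a transcription start site held the consensus in 33.7% (27.5–40.4). Windows of equal GC content, drawn from the flanks of distal WT peaks, held it in 9.31% (8.12–10.7). At R304W promoter summits the share was 52.1% (46.3–57.9), against 23.3% (21.8–24.9) of such windows from the flanks of WT promoter peaks. Uncleaved p63-KLF4 fusion could carry the mutant to KLF4 sites, but cells without exogenous p63 hold no such fusion. The fusion as the only source is argued against at 55 of 224 R304W peaks with the consensus (fold enrichment of at least 3). These 55 overlapped an empty peak. For the rest, this fusion and places that this ChIP recovers without p63 both stay open. The 39.1% in cells without exogenous p63 does not decide between them, because most R304W peaks lay elsewhere and 24.6% (19.4–30.6) of those with the consensus (fold enrichment of at least 3) overlapped any empty peak, against 25.2% (20.2–31.0) of those without it. Windows of equal GC content, drawn from the flanks of WT peaks, reached 27.5% (26.5–28.6) beside 39.6% (36.0–43.3) of empty peaks. An effect of R304W itself was not tested.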

How the results depend on the processing

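The minimum fold enrichment of 3 was chosen after the result was seen, the joint mismatch rule for pairs of half-sites was an unplanned rule used in a first count, and every other alternative here was planned. No paired analysis was possible because there is 1 list per condition and none per replicate, although the labels of all conditions share the same 2 replicate numbers. Leaving out a replicate was not possible either. Of 136 alternative values, 64 stayed within the interval of the main value (counts within 1.5 times) and 72 moved, and the cause was not tested except where a filter by its construction removes or adds peaks. Removing peaks that overlap the empty list moved 0 of 15 values, but only its 166 peaks past the threshold were used for this. None of the 15 was a half-site or KLF share. Of the 512 R304W peaks 54 were removed so, whereas 162 overlapped an empty peak at any deposited FDR. The R304W and empty lists have no value for all peaks or for equal numbers of top peaks, since those are their main values, and the empty list none for removal of its own peaks. Depth per library limits every count, and small lists limit R304W at a threshold of 50 (48 peaks) and the empty list.

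With all deposited peaks the counts were 58668 (WT), 13322 (R227Q), 18022 (R298Q), 3611 (R304W) and 1267 (empty). At a threshold of 50 they were 10522, 1114, 458, 48 and 52. With a fold enrichment of at least 3, the empty list held 19 peaks, with a promoter share of 40% and a KLF share of 10.5%. The share overlapping WT was 87.1% (R227Q), 78.3% (R298Q) and 89.0% (R304W) with all deposited peaks, and 90.9%, 78.6%, 75% and 86.5% (empty) at a threshold of 50. It was 81.7% (R227Q), 67.1% (R298Q) and 62.9% (R304W) with a reciprocal overlap of 50%, and 81.6%, 61.4% and 58.6% with summits within 100 bp.

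The share of WT peaks overlapped was 19.6% (R227Q), 23.9% (R298Q), 5.41% (R304W) and 1.63% (empty) with all deposited peaks, and 31.8%, 31.4%, 6.75% and 1.47% for WT peaks past the threshold against all deposited peaks. With a reciprocal overlap of 50% it was 13.4% (R227Q), 10.3% (R298Q) and 1.31% (R304W). The promoter share within 1 kb was 19.4% (WT), 23.2% (R227Q), 33.7% (R298Q) and 47.0% (R304W). With protein-coding genes only it was 25.2%, 26.9%, 38.3%, 46.0% and 3.76% (empty), and with equal numbers of top peaks 43.5% (WT) and 49.8% (R298Q).

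The full site share with 100 bp on each side was 40.5% (WT) and 10.8% (R298Q). With at most 2 mismatches it was 17.9% (WT), 15.2% (R227Q), 3.90% (R298Q) and 0 (R304W), and with all peaks past the threshold 21.8% (WT) and 17.7% (R227Q). With equal numbers of top peaks it was 33.0% (29.1–37.2) for R227Q. The WT value was then 37.9% (33.8–42.2), and these intervals overlap. The half-site share without mismatch was 24.0% (WT), 31.4% (R227Q), 11.4% (R298Q) and 0.977% (R304W). The KLF share of all R298Q peaks past the threshold was 29.5%. Epidermal targets with a peak numbered 41 (WT), 34 (R227Q), 34 (R298Q), 16 (R304W) and 6 (empty) with all deposited peaks, and 5 (R304W) within 50 kb of the transcription start site. R227Q peaks overlapped R298Q in 70.8% with all deposited peaks and in 42.5% without peaks overlapping WT, and the latter share for R298Q peaks overlapping R227Q was 19.8%. With at most 2 mismatches in both half-sites together, half-sites 1 bp apart were found at 4 WT summits in the top 1000 and at 171 WT and 27 R227Q summits outside it.

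The KLF share was taken only for all peaks past the threshold and with a fold enrichment of at least 3. WT, R227Q, R298Q and R304W kept their order in it both times. They kept their order in the full site share under each alternative computed for it. The full site intervals of WT and R227Q overlapped, however, with at most 2 mismatches and with equal numbers of top peaks. The order of WT and R227Q turned in the half-site share without mismatch and in the promoter share of equal numbers of top peaks. R227Q and R298Q changed places in the count and in the share of WT peaks overlapped when all deposited peaks were taken, and had as many epidermal targets. The empty list exceeded R304W in the count at a threshold of 50. In the share overlapping WT, R304W passed R227Q with all deposited peaks, and R298Q passed R304W at a threshold of 50, with a reciprocal overlap of 50% and with summits within 100 bp. The empty list passed R304W as well, with 86.5% at a threshold of 50, 74.1% with reciprocal overlap and 73.5% with summits within 100 bp. With all deposited peaks the empty list, at 76.7%, fell under R298Q. With all deposited peaks the share of R227Q peaks overlapping R298Q exceeded that of R298Q peaks overlapping R227Q (52.4%), and it did so without peaks overlapping WT as well.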

Other observations

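The test with the lowest-ranked WT peaks, the division of WT peaks by KLF consensus, the test of 1 bp pairs as a share of all summits and the look at NGFR were chosen after the result was seen. WT peaks with the KLF consensus but no p63 site within 50 bp of the summit were overlapped by R227Q in 24.4% (22.2–26.8), by R298Q in 28.3% (26.0–30.8) and by R304W in 8.15% (6.81–9.74). WT peaks with neither a KLF consensus nor a p63 site were overlapped in 11.9% (11.2–12.6), 11.7% (10.99–12.4) and 2.35% (2.04–2.71). In the top rank group of 3 these shares were 41.2% against 24.5% for R227Q, 37.0% against 18.5% for R298Q and 6.78% against 3.53% for R304W.

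A pair of the strongly enriched peaks of the empty list lay over coding exons of NGFR, the gene of the nerve growth factor receptor. The peak at chromosome 17, 49506303–49506642 (rank 27, fold enrichment 19.2) lay within the exon at 49506299–49506658, and the peak at 49510421–49510669 (rank 81, fold enrichment 11.6) covered most of the exon at 49510412–49510664. A peak over the first of these exons was deposited for R227Q, R298Q and R304W as well (rank 6442, 2228 and 105) and none for WT. The highest-ranked WT peak in NGFR, at 49507975–49509989 (rank 444), had its summit outside coding exons. The origin of these peaks, for example cDNA in the cells or libraries, was not tested, so their fold enrichment need not reflect binding.

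The scarcity of full sites in the R298Q list (7.40% of the top 1000, against 36.8% in WT) was set against 3 explanations. Weaker peaks may account for part, because the 1000 lowest-ranked WT peaks past the threshold held a full site in only 16.9% (14.7–19.3). This lies above the R298Q share but far under that of the WT top 1000. Strength was not matched between the lists, whose depth is unknown. Dilution by peaks that the R304W list also holds accounts for part at most, since without them the R298Q share was 12.5% (10.6–14.7) and the WT share 39.2% (36.2–42.3). The joint effect of weaker peaks and dilution was not tested. A different set of places called stays open. The top 1000 R298Q peaks shared with WT held a full site in 8.30% (6.75–10.2), but this says little, since 90.3% of the R298Q top 1000 overlapped WT anyway, and R298Q overlapped 7.01% (6.35–7.72) of WT peaks with a full site against 28.3% of those with the KLF consensus and no p63 site. A change in the sites that R298Q occupies stays open as a hypothesis, which 1 list per condition and lists of unknown depth cannot test.

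Pairs of half-sites 1 bp apart stood out in the top 1000 of R298Q and were counted again in the peaks outside the top 1000. The first count allowed at most 2 mismatches in both half-sites together. The count given here holds each half-site to the planned rule and was made after the first was seen. Outside the top 1000, 17 R298Q summits had such a pair beside 68 with an unspaced pair, and 92 WT summits beside 1344 (odds ratio 3.65, two-sided Fisher's exact p = 5.37e-05, which compares the lists and not the conditions). Under the first rule p was 1.82e-05. Neither p says anything about the 1 bp pairs themselves, because the unspaced pairs that they are set against were scarcer in R298Q from the start (odds ratio 0.413 per summit). As a share of all summits the 1 bp pairs gave an odds ratio of 1.56 (two-sided Fisher's exact p = 0.116), so chance stays open. Loss of unspaced pairs alone stays open too. The mean of 9.29 over spacers of 2 to 15 bp lies just under the Poisson interval of the 17 summits (9.90–27.2), but the count expected at the WT share, 10.9, lies within it, and spacers of 11 and 12 bp reached 16 summits each (range over spacers 5 to 16). R227Q had 16 (9.15–25.98) against a mean of 9.50, which lies within the interval but near its lower end, so the counts give no ground to set R298Q apart from R227Q. A preference for this spacing is not shown.

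The WT list held 24590 peaks past the threshold, fewer than the number quoted from the study above. With 34.0% of WT summits in promoters, the share outside them is lower than the one quoted above. It depends on the definition, since the promoter share was 25.2% with protein-coding genes only and 19.4% within 1 kb. A full p63 site was found in 36.8% of the top 1000 WT peaks. That is lower than the value quoted from the study above, which came from a de novo motif and not from a consensus rule. The KLF consensus was found in 9.50% of the top 1000 WT peaks. This too is lower than the value quoted above, which also came from a de novo motif and not from an exact consensus. In the top 1000 R298Q peaks the KLF consensus was found in 33.5%. Again the share is lower than the one quoted above, which likewise came from a de novo motif. A p63 half-site was found in 41.8% of the top 1000 R298Q peaks. Its relation to the share quoted above for a partial motif depends on the mismatch rule, since 41.8% is higher, but without mismatch the share was 11.4%, which is lower, and flanks held a half-site with up to 1 mismatch in 19.8%.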
